# Whole genome sequencing and comparative transcriptome analysis of a novel seawater adapted, salt-resistant rice cultivar – sea rice 86

**DOI:** 10.1186/s12864-017-4037-3

**Published:** 2017-08-23

**Authors:** Risheng Chen, Yunfeng Cheng, Suying Han, Ben Van Handel, Ling Dong, Xinmin Li, Xiaoqing Xie

**Keywords:** Sea Rice 86, Whole genome sequencing, Transcriptome analysis, Salt resistance

## Abstract

**Background:**

Rice (*Oryza sativa*) is critical for human nutrition worldwide. Due to a growing population, cultivars that produce high yields in high salinity soil are of major importance. Here we describe the discovery and molecular characterization of a novel sea water adapted rice strain, Sea Rice 86 (SR86).

**Results:**

SR86 can produce nutritious grains when grown in high salinity soil. Compared to a salt resistant rice cultivar, Yanfen 47 (YF47), SR86 grows in environments with up to 3X the salt content, and produces grains with significantly higher nutrient content in 12 measured components, including 2.9X calcium and 20X dietary fiber. Whole genome sequencing demonstrated that SR86 is a relatively ancient *indica* subspecies, phylogenetically close to the divergence point of the major rice varietals. SR86 has 12 chromosomes with a total genome size of 373,130,791 bps, slightly smaller than other sequenced rice genomes. Via comparison with 3000 rice genomes, we identified 42,359 putative unique, high impact variants in SR86. Transcriptome analysis of SR86 grown under normal and high saline conditions identified a large number of differentially expressed and salt-induced genes. Many of those genes fall into several gene families that have established or suggested roles in salt tolerance, while others represent potentially novel mediators of salt adaptation.

**Conclusions:**

Whole genome sequencing and transcriptome analysis of SR86 has laid a foundation for further molecular characterization of several desirable traits in this novel rice cultivar. A number of candidate genes related to salt adaptation identified in this study will be valuable for further functional investigation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4037-3) contains supplementary material, which is available to authorized users.

## Background

Rice (*Oryza sativa* L.) is the most important crop and a primary food source for more than half of humanity. As the world population is projected to increase to 9 billion by 2050, the world’s rice production has to increase by 25% or more to meet the demands imposed by this projected population growth. This requires identifying or breeding new rice varieties that are able to grow in marginal soils and in adverse environments. The first step toward this goal is to acquire complete knowledge of the genetic diversity in the *O. sativa* gene pool; this will enable derivation of associations between diverse genes with important agronomic traits and systematic exploitation of this rich genetic diversity [1]. Only after critical genes and alleles are identified can knowledge-based approaches be employed to integrate them into desired elite varieties using innovative breeding strategies and the most advanced targeted genome-editing technologies that allow precise and predictable gene modifications directly in established cultivars [2].

Genome-wide comparative sequence analysis is an efficient and comprehensive way to identify gene diversity among different genomes. Assisted by the rapid ascension of next generation sequencing (NGS) technology, numerous *Oryza* genomes have been sequenced since the *Oryza sativa ssp. japonica* cv. Nipponbare genome was first sequenced as the reference genome [3–5]. The genome of *O. glaberrima,* grown mainly in West Africa and evidencing traits for increased tolerance to drought, soil acidity, iron and aluminum toxicity and weed competitiveness, was sequenced recently [6]. The genomes of 3000 rice accessions collected from 89 countries were sequenced with average genome coverages and mapping rates of 94.0% and 92.5%, respectively [7]. Through whole genome sequencing-based single nucleotide polymorphism (SNP) and genome-wide association study (GWAS) analysis of 517 rice landraces, 14 agronomic traits were associated with 80 corresponding genomic sites [8]. Similarly, genome-wide association studies on 1495 elite hybrid rice varieties and their inbred parental lines associated 38 agronomic traits with 130 loci [9]. Publically accessible collections of SNPs and insertions/deletions (INDELs) identified from the sequencing data of 1479 rice accessions provide valuable resources for future association mapping studies [10].

Analysis of genes differentially expressed under various conditions can provide insights into gene function. Approximately thirty thousand expressed genes derived from *Oryza sativa* L. ssp. *japonica* cv. Nipponbare were fully sequenced and annotated as the reference transcriptome of rice [11, 12]. To obtain global views of gene activities in different tissues of *indica* and *japonica* subspecies, a high-throughput RNA-sequencing approach was applied to assess their transcriptomes through complex sequence alignment and analysis. RNA-seq identified more transcriptionally active regions and higher alternative splicing rates compared to classical, Sanger-based cDNA sequencing, and approximately thirty-eight thousand gene transcripts were identified [13, 14].

Almost 20% of the world’s cultivated lands are affected by soil salinity, which is frequently accompanied by water logging and alkalinity [15]. While most rice cultivars are susceptible to salinity, especially at their young seedling and mature reproductive stages, some rice landraces are tolerant to salinity stress through complex physiological mechanisms, including sodium exclusion, compartmentalization into the apoplasts, sequestration into older tissues, stomatal responsiveness and upregulation of antioxidants. Marker-based association mappings were conducted using salt tolerant and sensitive rice germplasms to identify polymorphic and quantitative trait loci responsible for seedling stage and reproductive stage salinity tolerance [16–21]. Microarray-based whole-genome transcript profiling of representative *indica* and *japonica* cultivars that are tolerant or sensitive to salinity stress identified potential salinity tolerant genes [22–25]. Similarly, transcriptome sequencing revealed large numbers of transcripts, including many known stress-responsive genes differentially expressed in the root and leaf, in the salinity tolerant and wild type rice varieties *Oryza coarctata* and Dongxiang, respectively, under normal or salt stress conditions [26, 27]. To identify salinity tolerance genes from a non-rice source, transcriptomes were compared between a highly salinity tolerant turf grass *Sporobolus virginicus* and rice [28].

These studies have revealed that many genes related to antioxidants, transcription factors, signal transduction, metabolic homeostasis, ion transporters and osmotic potential regulation play key roles in salinity tolerance [29]. Though salt tolerance is a complex process involving many different genes and pathways, overexpression of some individual genes involved in these biological processes enabled transgenic rice to evidence enhanced salt and drought resistance [30–35]. Submergence, often accompanied by salinity stress in coastal areas, is another major constraint to rice production. Like the existence of salt tolerant varieties, there are also highly tolerant rice cultivars that can survive up to two weeks of complete submergence. Several ethylene response factor genes were identified from the tolerant cultivars and introgressed into sensitive cultivars to promote submergence tolerance [36–38].

SR86 is a new rice cultivar domesticated from a wild strain of rice which was first found in 1986 in sea water submerged, saline-alkaline soil near the coastal region of the city Zhanjiang in Southeast China [39]. After more than 20 years of breeding and selection, SR86 retains many unique features such as the ability to grow in saline-alkaline and infertile soil, submergence and water logging tolerance and disease and pest resistance, and can grow in marginal lands while producing meaningful yields. It is considered as a strategic germplasm resource for new rice variety development due to its extraordinary salinity tolerance and acceptable average yield of ~2250 kg/ha when growing in extreme environments. Efforts are underway to either integrate high yield traits of elite rice cultivars into SR86 or to bring the salinity and submergence tolerance features of SR86 to elite cultivars to create new strains that can thrive in uncultivatable saline-alkaline lands with moderate yields. It will be of great significance to the growing world population if the estimated 950 million hectares of saline-alkaline soil worldwide can be cultivated with tolerant strains of rice [39].

In an effort to identify genes underlying the extraordinary salinity and submergence tolerance of SR86, its genome was sequenced for the first time by next generation sequencing and compared to existing rice reference genomes. Significant sequence variations and unique SNPs and INDELs were identified. Furthermore, RNA-seq-based transcriptomes of developing roots of SR86 plants grown in sea water and fresh water were compared to identify differentially expressed genes that may be involved in salinity tolerance. These results, in parallel with the genomic sequencing data, revealed a number of candidate gene families that may promote salinity tolerance.

## Results and discussion

### SR86 is salt tolerant and nutritious

SR86 grows naturally by the seaside and is highly tolerant to salt. Comparison of germination rates and salt inhibition rates (%) under different artificial saline conditions showed significant differences between SR86 and a highly salt resistant rice variety, Yanfen 47 (YF47). At a salt concentration of 0.4%, the salt inhibition rate of YF47 was 44%, while that of SR86 was only 11%. When the salt concentration was increased to 0.5%, YF47 suffered from serious saline inhibition (81%), but SR86 still had only 15% of inhibition (Table 1). Overall, SR86 had significantly higher ability to cope with high salinity measured by both germination and salt inhibition rates.

**Table 1:** Germination responses of SR86 and YF47 seeds under different artificial saline conditions

Treatment	Cultivar	Germination rate (%)^b^	Salt inhibition rate (%)^c^
Distilled water	SR86	100	0
	YF47	73	0
1/4 Hoagland solution	SR86	100	0
	YF47	80	0
0.3% NaCl^a^	SR86	87	15
	YF47	72	23
0.4% NaCl	SR86	90	11
	YF47	55	44
0.5% NaCl	SR86	87	15
	YF47	2	81
0.6% NaCl	SR86	72	30
	YF47	3	95
0.8% NaCl	SR86	2	98
	YF47	2	98
1% NaCl	SR86	0	100
	YF47	0	100
1.2% NaCl	SR86	0	100
	YF47	0	100

^a^NaCl dissolved and diluted in 1/4 Hoagland solution

^b^Percentage of germinating seeds with buds longer than half the seed size among the total of 90 seeds treated for 96 h

^c^Percentage of ((Control germination rate - treatment germination rate) /Control germination rate)

To compare the salt tolerance of these two strains under natural conditions, SR86 and YF47 seeds were germinated in sea water and local saline water conditions. As shown in Table 2, both SR86 and YF47 did not germinate well in either undiluted saline water or sea water. However, solutions of 50% local saline water or 25% sea water had almost no impact on SR86, while YF47 suffered severe inhibition under the same conditions as indicated by the less than 20% germination rate and the more than 75% salt inhibition rate.

**Table 2:** Germination responses of SR86 and YF47 seeds under different saline conditions

Treatment	Cultivar	Germination rate (%)^b^	Salt inhibition rate (%)^c^
Distilled water	SR86	100	0
	YF47	100	0
1/4 Hoagland solution	SR86	100	0
	YF47	100	0
Saline water^a^	SR86	17	83
	YF47	0	100
1/2 Saline water	SR86	95	5
	YF47	12	83
1/4 Saline water	SR86	98	2
	YF47	53	25
Sea water	SR86	0	100
	YF47	0	100
1/2 Sea water	SR86	37	63
	YF47	0	100
1/4 Sea water	SR86	98	2
	YF47	17	76
1/6 Sea water	SR86	95	5
	YF47	35	51
1/8 Sea water	SR86	93	7
	YF47	40	44

^a^Saline water is local water collected from a field containing high levels of alkali and salt

^b^Percentage of germinating seeds with buds longer than half the seed size among the total of 90 seeds treated for 96 h

^c^Represents ((Control germination rate-treated germination rate)/Control germination rate)*100

SR86 can grow without the need of applying any fertilizers or pesticides. The nutrients of this green grain are mostly higher than those of common rice grains, such as YF47, across 12 important nutrient elements, ranging from 1.6X higher for sodium, 2.9X higher for calcium, 3.6X higher for magnesium to 20X higher for dietary fiber. Consequently, SR86’s value as a subsistence crop is significantly higher compared with common rice.

Soil deterioration caused by salinization has affected 62 million hectares (20%) of the world’s irrigated lands. The problem continues to affect an estimated 14,000 ha each week, an area twice the size of Manhattan, posing a serious challenge to feed the rapid increasing world population. Based on these phenotypic data, SR86 represents an invaluable new crop for food production using salt contaminated lands and a unique genetic resource for plant breeding.

### Sequencing and characterization of the SR86 genome

As a new rice cultivar, no molecular work has been previously conducted on SR86. Before whole genome sequencing, karyotyping was performed to get a genome-wide snapshot of SR86’s chromosomes. These data (Additional file 1: Fig. S1) confirmed that SR86 contains 12 pairs of chromosomes, each with similar length to rice (*Oryza sativa*) and suggested at a gross genomic level that SR86 is a rice variety and the existing rice genome (*Oryza sativa japonica* Nippobare) can be used as a reference for SR86 genome assembly.

Four SR86 genomic libraries, three with ~300 bp inserts and one with ~2000 bp inserts, were made using KAPA LTP library preparation kits and sequenced using the Illumina HiSeq 2500 system. A total of 63.73 Gb of high quality sequence was generated, equivalent to approximately 170-fold rice genome coverage. The raw sequence reads were trimmed based on quality scores and GC bias. The cleaned reads were aligned to the temperate *japonica* Nipponbare reference genome using BWA software. 93.4% of the filtered reads were mapped to the rice reference genome and 3,800,137 variants were identified, of which 85% were SNPs and 3.3% were INDELs (Table 3). The number of variants on each chromosome was proportional to the chromosome length. Based on the *japonica* Nipponbare reference genome sequence and identified variants, we then generated a consensus genome assembly. The total length of the assembled SR86 genome is 373,130,791 bp, about 0.03% (114,728 bp) shorter than the reference rice genome (Table 4).

**Table 3:** Summary of sequence variants identified in SR86

Variation type	Chr1	Chr2	Chr3	Chr4	Chr5	Chr6	Chr7	Chr8	Chr9	Chr10	Chr11	Chr12
SNP	355,983	294,965	293,130	270,562	274,041	286,513	239,191	261,864	212,275	218,936	275,254	242,149
Ti/Tv	2.53	2.54	2.66	2.31	2.63	2.55	2.48	2.51	2.53	2.48	2.43	2.36
INDEL	18,270	15,194	14,895	12,741	13,111	14,261	12,475	12,831	10,956	11,113	13,305	12,228
Insertion	9356	7761	7496	6545	6698	7193	6502	6558	5649	5702	6911	6448
Deletion	8914	7433	7399	6196	6413	7068	5973	6273	5307	5411	6394	5780
Small insert	3	19	13	29	13	2	15	19	17	5	10	12
Large insert	23	84	15	11	16	79	11	37	22	52	18	139
Average insert	20	19	20	20	20	19	19	20	20	19	20	20
Small deletion	50	11	11	15	16	27	24	14	20	36	14	36
Large deletion	16	14	45	16	47	34	13	31	11	68	31	11
Average deletion	17	16	16	16	16	16	16	16	16	16	16	15
Structural variant	18	16	10	11	11	9	17	16	10	18	15	21
Structural insertion	5	5	0	3	5	2	3	6	4	4	8	10
Structural deletion	13	11	10	8	6	7	14	10	6	14	7	11
Multiple alterations	655	583	469	620	534	557	532	608	487	454	764	789
Total	424,146	349,943	347,169	318,172	320,667	336,769	282,385	307,495	248,844	257,257	322,081	285,209

**Table 4:** Comparison of chromosome size between the reference rice strain (*japonica* Nipponbare) and SR86

Chromosome	Reference bp	SR86 bp	Difference bp
Chr1	43,270,923	43,256,697	−14,226
Chr2	35,937,250	35,923,102	−14,148
Chr3	36,413,819	36,401,579	−12,240
Chr4	35,502,694	35,494,693	−8001
Chr5	29,958,434	29,946,993	−11,441
Chr6	31,248,787	31,236,168	−12,619
Chr7	29,697,621	29,691,082	−6539
Chr8	28,443,022	28,434,581	−8441
Chr9	23,012,720	23,005,342	−7378
Chr10	23,207,287	23,200,810	−6477
Chr11	29,021,106	29,013,401	−7705
Chr12	27,531,856	27,526,343	−5513
Total	373,245,519	373,130,791	−114,728

### Identification of unique and functionally important variants in SR86

To identify variants that were uniquely present in SR86, we analyzed the genome sequences of a core collection of 3000 rice accessions from 89 countries [7]. The analysis of the 3000 rice accessions is a relatively recent project and the entire processed variation data in the form of VCF (Variant Call Format) files are not available for public use. In order to obtain a complete picture of all genomic variants, a cloud-based high performance variant calling pipeline was developed, tested and implemented on Amazon Web Services (AWS). This analysis provided a high quality, high confidence set of variants for each of the 3000 rice accessions as compared to the *japonica* Nipponbare reference genome. The variants from each of the 3000 VCF files were then merged in order to be compared with the VCF from SR86. We sequentially removed the variants from SR86 that were also present in the merged variant file from 3000 rice accessions using the Bcdtools filter program. This reduced the number of variants in SR86 from 3,800,137 to 64,869 unique variants, out of which 18,203 were INDELs and 46,611 were SNPs.

In order to facilitate the identification of the most important variants that likely have direct effects on gene function in SR86, we computationally predicted the putative effects of the unique variants on gene function using the SnpEff tool. This resulted in the identification of 947 INDELs and 7223 SNPs as functionally high impact variants which are predicted to have major effects on protein structure or function, e.g. gain/loss of a start/stop codon, frameshift mutations, changes in splice donor or acceptor sequences, etc. (Additional files 2 and 3: Table S1 and Table S2).

### Molecular phylogenetic analysis

Based on these variant calling data, we also performed a molecular phylogenetic analysis which indicated that SR86 is a relatively ancient *indica* subspecies, phylogenetically close to the *indica* and *japonica* divergence point of the major rice varietals (Fig. 1). From this tree, we identified two Chinese rice varieties, Guang Qiu (IRGC 50320) and Bai Mi Zai 7 (IRGC 71940), that were the closest to SR86. We are now investigating if these two ancient rice varieties also have salt tolerant properties.

**Fig. 1:**
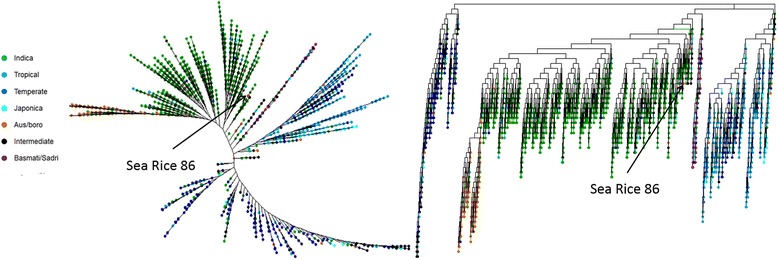
Reduced representation phylogenetic trees drawn for 3001 rice cultivars based on high quality SNPs for each strain. A total of 18,152,450 SNPs were used to create a dissimilarity matrix, which then was used to create the trees. For clarity, all branch lengths are set to one, and nearly overlapping nodes are represented as a single node. SR86 is close to the *indica* and *japonica* divergence point of the major rice varietals. *Arrows* indicate the position of SR86. Both a radial (*left*) and a horizontal (*right*) representation are shown

### Identification of SR86 chromosomal arms by INDEL-based PCR

Given the unique features of SR86, we developed a simple method to unequivocally genotype SR86 at the resolution of each chromosomal arm. Among 18,203 unique INDEL markers, twenty-four larger than 28 bp INDELs were selected from the middle of each arm of every chromosome. The sizes of these INDELs are large enough to be visualized on an agarose gel or an Agilent 2100 Bioanalyzer after PCR amplification. By comparing the size of PCR products between the reference rice and SR86, each arm of SR86 can be easily distinguished from common rice (Fig. 2). These markers can be used collectively for SR86 identification or individually to identify a specific SR86 chromosome arm, thus providing a simple and efficient tool to assist salt tolerant breeding in the future.

**Fig. 2:**
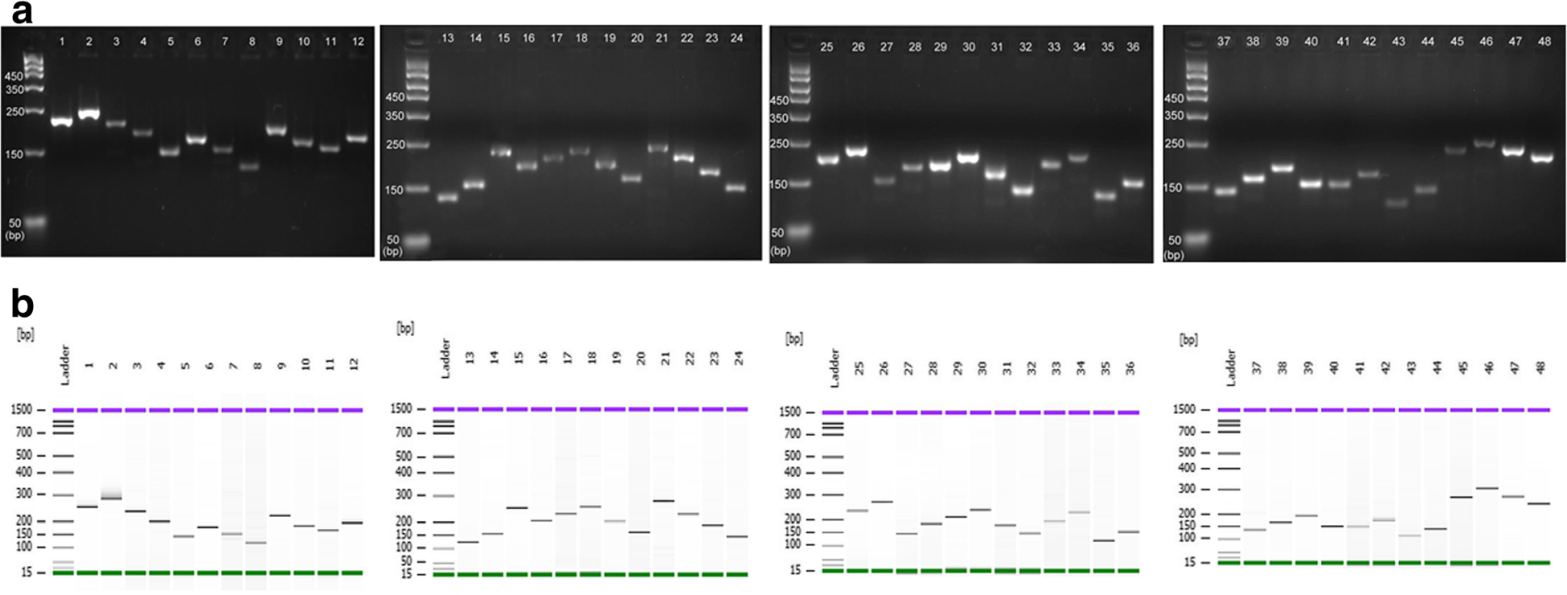
Identification of SR86 chromosome arms by INDEL-specific PCR markers. PCR products were resolved using either (**a**) agarose gel or an (**b**) Agilent 2100 Bioanalyzer. Each chromosome of reference rice (*odd number lanes*) and SR86 (*even number lanes*) was identified with a short arm-specific primer set and a long arm-specific primer set. Lanes 1–4, Chr1; lanes 5–8, Chr2; lanes 9–12, Chr3; lanes 13–16, Chr4; lanes 17–20, Chr5; lanes 21–24, Chr6; lanes 25–28, Chr7; lanes 29–32, Chr8; lanes 33–36, Chr9; lanes 37–40, Chr10; lanes 41–44, Chr11; lanes 45–48, Chr12

### SR86 transcriptome mapping and differential gene expression

In order to identify transcripts potentially related to salt water adaptation that distinguish SR86 from non-salt tolerant strains, we designed an experiment to compare SR86 to a genomically similar but phenotypically distinct strain, R1. R1 is a hybrid *japonica indica* strain with low salt tolerance; R1 does not survive when grown in sea water. RNA-seq was performed using root RNA extracted from SR86 and R1 grown in normal fresh water (FW) for one month. Additionally, to identify transcripts that potentially enable homeostatic growth in saline conditions by SR86. 

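Root RNA was sequenced in 3 biological replicates per group, harvested 1 month after planting. A library is named here by its group and replicate number, as in SR86 FW1 or R1 FW3. The libraries were made with a stranded mRNA kit. The authors trimmed the reads, mapped them to the MSU6 transcript set with Bowtie2 and estimated expression with RSEM, which splits a read that maps to several transcripts between them. They deposited FPKM values, fragment counts scaled by transcript length and mapped reads, rounded to 2 decimals. The table holds 57931 features, of which 57624 are loci numbered by chromosome, 54 have names that open with LOC_Osm1, 103 have names that open with LOC_Osp1, and 61 are named as pre-tRNA. The FPKM values divided by the per-million values of Tables S3 to S6 gave library factors from 0.797 to 1.19, so the 2 sets of values are scaled differently between libraries.

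Read totals were computed from the size of 1 read in the per-million values of Tables S3 to S6. To 3 significant digits they were 12000000, 20000000 and 15700000 reads for R1 FW1 to R1 FW3. For SR86 FW1 to SR86 FW3 they were 11500000, 16300000 and 13500000 reads. These totals were divided by the library factors, so they follow the scaling of the FPKM values, up to a factor shared by all libraries. They can thus differ from the numbers of reads mapped. Groups were compared on log2(FPKM + 0.5) with limma, over the genes with a mean of at least 0.5 FPKM in the 6 libraries compared. A gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold. Because shared reads are split, the values of loci with near-identical copies, which members of gene families can have, are uncertain.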

SR86 was grown in sea water (SW) and FW for one month for the comparison of root expression profiles. 

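The 3 SW libraries came from SR86, and the 3 SR86 FW libraries serve in both comparisons. R1 in SW was not analysed here. The SW libraries held 22800000, 20900000 and 28900000 reads, each more than any SR86 FW library. In 26 genes with over 3 FPKM in every R1 FW library and 0 in SR86 FW1, SR86 FW2, SR86 SW1 and SR86 SW2, the mean was 15.1 FPKM in R1 FW, 0.02 FPKM in SR86 FW3 and 0.0054 FPKM in SR86 SW3. Across the 23780 genes with a mean of at least 0.5 FPKM over the 9 libraries, log2(FPKM + 0.5) correlated between replicates at 0.983 to 0.994 in R1 FW, 0.926 to 0.957 in SR86 FW and 0.943 to 0.965 in SR86 SW. These correlations are across genes, which are not independent replicates. In each of the 3 groups, replicate 3 had the lowest correlations with the other replicates. With 3 libraries against 3, an exact two-sided permutation test of a single value cannot give a p below 0.1, so tests of single genes rest on the model fitted across all genes.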

Around 20 million 50 bp reads per sample were generated using the Illumina HiSeq 3000 sequencer, ~90% of which were mapped to Ensemble MSU6 transcript set using Bowtie2 version 2.1.0 with the default settings. The total number of SR86 transcripts expressed in root was 22,054 in FW and 22,534 in SW. The total number of R1 transcripts expressed in roots was 21,889.

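Counted as genes with a group mean of at least 1 FPKM, 20265 genes were expressed in SR86 FW, 21417 in SR86 SW and 20167 in R1 FW. The paper's text does not name the threshold it used. The single libraries had 19784 to 20185 genes at or above 1 FPKM in SR86 FW, 20782 to 21484 in SR86 SW and 19940 to 20336 in R1 FW. Each SW library was thus above every FW library, while the SR86 FW and R1 FW libraries overlapped. The order of SR86 FW and R1 FW depended on the rule, since 18284 genes in SR86 FW and 19216 in R1 FW had at least 1 FPKM in each library, against 19578 in SR86 SW. With the library factors implied by Tables S3 to S6, an alternative chosen after seeing the data, SR86 SW and SR86 FW lay closer together, with group means of at least 1 FPKM in 20935 and 20641 genes, against 20238 in R1 FW. The rule that moved the counts most was a value above 0 in at least 1 library, which 33241 genes met in SR86 FW, 35832 in SR86 SW and 32758 in R1 FW.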

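Of the 23168 genes tested between SR86 and R1 roots in FW, 1588 were higher in SR86 and 1673 were lower, 3261 in all (limma, Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold). In all but 1 of these the SR86 and R1 libraries did not overlap, which 10% of genes show by chance and 50.9% of the genes tested showed. For comparison, the paper's Tables S3 and S4 list 2072 higher and 1832 lower genes. Among the genes without overlap, the largest rises in SR86 were in loci annotated as expressed protein. LOC_Os02g12480 had 483 ± 90.3 FPKM (SD, n = 3) in SR86 and 0.897 ± 0.302 FPKM in R1, a log2 fold change of 8.44 (standard error 0.219, limma adjusted p = 1.89e-05). LOC_Os10g04800, at 162 ± 152 FPKM, and LOC_Os04g52980, at 75.7 ± 5.59 FPKM, were listed at 0 in every R1 library. The largest falls were in LOC_Os07g25050 (thionin-like peptide), LOC_Os07g33860 (60S ribosomal protein L44) and LOC_Os12g43380 (thaumatin). LOC_Os07g25050 had 183 ± 16.2 FPKM in R1 and was listed at 0 in every SR86 FW library. LOC_Os12g43380 fell from 338 ± 102 to 1.65 ± 0.771 FPKM, a log2 fold change of -7.33 (standard error 0.354, limma adjusted p = 7.8e-05). Reads of both strains were mapped to the same transcript set, and the paper reports variants of SR86 against the Nipponbare reference genome. For loci at or near 0 in a strain, the FPKM values cannot tell low expression from sequence that differs and maps poorly.

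The number of genes called depended on single libraries. Without R1 FW1 it was 1646, without R1 FW3 1853, and without SR86 FW3 4761, while the 3 other fits that left out a library gave 2496 to 3044. It moved most, to 683, with the summed LOC_Osm1 values of each library as a covariate over all 9 libraries. This alternative was chosen after seeing the data. The SR86 FW libraries had sums of 992 FPKM or more and the others 568 or less, so the covariate is confounded with SR86 FW. Calls against SR86 FW can thus be lost without a smaller difference.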

The comparison of SR86 and R1 roots grown in FW identified 3905 significantly differentially expressed transcripts (2-fold difference, FDR of 0.05; Additional files 4 and 5: Tables S3 and S4). Gene ontology (GO) analysis of the genes downregulated in SR86 vs. R1 roots using the agriGO tool [40] revealed highly significant enrichment of categories related to nucleotide metabolism (FDR = 5.2 × 10^−46^) and kinase activity (FDR = 7.0 × 10^−25^), while analysis of upregulated genes delineated fewer significant categories which were associated with basic cell functions, e.g. “membrane” and “macromolecular complex”. 

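Between SR86 roots in SW and FW, 23718 genes were tested and 3012 were differentially expressed, 1995 higher and 1017 lower in SW (limma, as for the strains). In all 3012 the SW and FW libraries did not overlap, against 44.9% of the genes tested. The split depends on the scaling and on single libraries. The median log2 fold change of all genes tested was 0.17. With quantile normalization the median was 0.01 and 46.0% of the called genes were higher, with median-ratio size factors it was 0.02 and 51.7% were higher, and without rescaling 66.2% were higher. With the library factors implied by Tables S3 to S6, an alternative chosen after seeing the data, the median was -0.14 and 35.3% were higher. Without rescaling, 36.7% were higher without SR86 SW1, 47.4% without SR86 SW2, 47.8% without SR86 FW2 and 49.1% without SR86 FW1, with medians of 0.16, 0.15, 0.19 and 0.13, and 72.8% and 67.5% without SR86 SW3 and SR86 FW3. For comparison, the paper's Tables S5 and S6 list 2582 higher and 1978 lower genes.

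Single libraries decided much of the count. It was 60 without SR86 SW1, 358 without SR86 FW2, 623 without SR86 SW2 and 983 without SR86 FW1, but 3090 without SR86 SW3 and 3822 without SR86 FW3. At an unadjusted p under 0.05, 9279 genes passed with all 6 libraries and 6677 without SR86 SW1. Among the largest rises in SW was LOC_Os02g37500 (expressed protein), from 0.573 ± 0.993 FPKM (SD, n = 3) to 57.2 ± 19.5 FPKM, a log2 fold change of 6.08 (standard error 0.61, limma adjusted p = 0.00904) that ran from 5.72 to 6.79 with a library left out and lost its call without SR86 SW1. The largest falls in SW were in LOC_Os07g03458 (SCP-like extracellular protein), LOC_Os01g71630 (expressed protein) and LOC_Os04g55159 (LTPL125). LOC_Os01g71630 fell from 48.1 ± 41.2 to 0.1 ± 0.066 FPKM, a log2 fold change of -6.03 (standard error 0.531, limma adjusted p = 0.00877), and the other 2 loci were listed at 0 in every SW library.

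**Figure D1:**
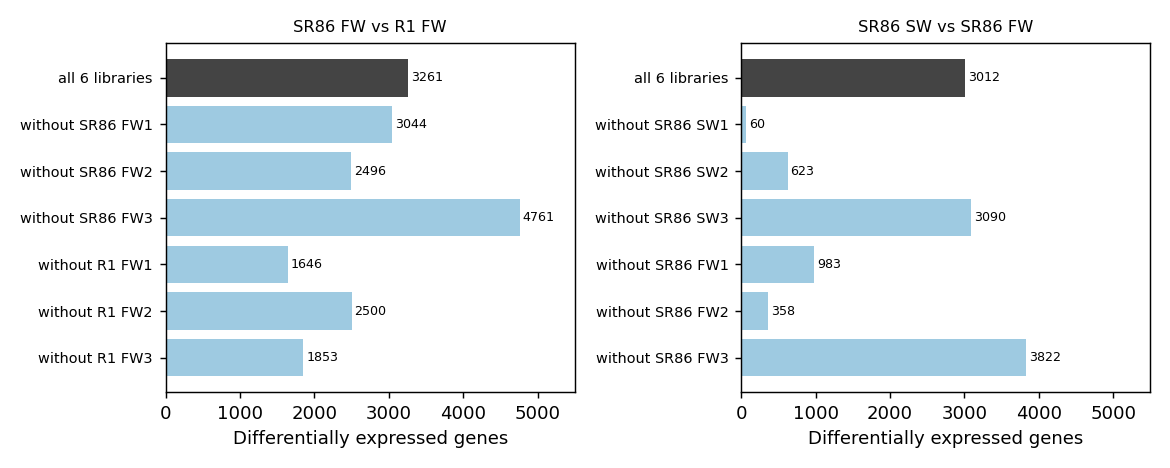
Number of differentially expressed genes with all 6 libraries (dark bar) and with each library left out in turn (light bars), for SR86 FW against R1 FW on the left and SR86 SW against SR86 FW on the right. The counts range from 1646 to 4761 on the left and from 60 to 3822 on the right.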

GO analysis of the 4560 SR86 root genes differentially expressed between SW and FW (Additional files 6 and 7: Tables S5 and S6) identified many significantly enriched categories in roots grown in SW, including those related to nucleotide binding (FDR = 2.2 × 10^−93^), response to stress (FDR = 4.2 × 10^−40^), apoptosis (FDR = 7.7 × 10^−35^), motor activity (FDR = 6.5 × 10^−18^) and peroxidase activity (FDR = 1.5 × 10^−12^). Based on the highly significant values for these categories, we further investigated the gene families in them as candidate mediators of salt adaptation (Table 5 and Additional file 8: Table S7):

1. Thirty-six members of the pentatricopeptide repeat (PPR) family, one of the largest gene families in rice with 477 members [41], were differentially expressed under saline conditions (Fig. 3a). Remarkably, all of these genes were stimulated in SR86 roots by growth in SW, whereas 28 of these genes were down-regulated in SR86 compared to R1 when both were grown in FW. 

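Of the 36 PPR loci of Table S7, 35 were tested between SW and FW. All 35 had a higher mean in SW, with log2 fold changes from 0.65 to 2.64 and a median of 1.23, also with quantile normalization, median-ratio size factors or the library factors implied by Tables S3 to S6. Past both thresholds were 22 of them over all genes tested and 26 adjusted over the list alone. Since the paper chose the lists of all families on these libraries, counts adjusted over a list alone are not independent evidence, here or below. Between SR86 and R1 in FW, 33 were tested, all 33 had a lower mean in SR86, and the median log2 fold change was -1.06. Past the thresholds were 18 over all genes and also 18 adjusted over the list alone. The median log2 values of the loci, taken against the mean of R1 FW, were -1.27, -1.10 and -0.63 in SR86 FW1 to SR86 FW3, and 0.22, -0.08 and 0.33 in SR86 SW1 to SR86 SW3. In R1 FW1 to R1 FW3 they were 0.01, -0.17 and 0.12.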

Molecular evidence has predicted a role for several PPRs in coping with different biotic and abiotic stresses. A mitochondrial PPR protein, PGN, was identified to positively regulate biotic and abiotic stress responses. Arabidopsis plants with mutations in PGN displayed low resistance toward abscisic acid, glucose and high salinity [42]. A recent study identified a nucleo-cytoplasmic localized PPR protein, SOAR1 (suppressor of the ABAR-overexpressor 1) as a positive regulator of drought, salt and cold stresses [43]. These data suggest that this subset of the PPR family may represent a key component of salt adaptation by SR86.

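The largest changes among PPR loci were in LOC_Os08g21561 and LOC_Os11g43800. LOC_Os08g21561 had 10.5 ± 1.83 FPKM (SD, n = 3) in SR86 SW, 1.4 ± 0.98 FPKM in SR86 FW and 6.97 ± 1.38 FPKM in R1 FW, with a log2 fold change of 2.64 between SW and FW (standard error 0.367, limma adjusted p = 0.0134). LOC_Os11g43800 had 2.71 ± 2.16 FPKM in SW and 0.147 ± 0.229 FPKM in FW (log2 fold change 2.10, standard error 0.584, limma adjusted p = 0.0481), and lost its call with a pseudocount of 1, with no filter, with the filter at a mean of 1, or with another scaling. The number of PPR loci called between SW and FW was 28 without SR86 FW3, 6 without SR86 SW3, 3 without SR86 SW2, 2 without SR86 FW1, and 0 without SR86 SW1 or without SR86 FW2, where 27 and 30 loci had an unadjusted p under 0.05. The alternatives that moved it most with all libraries were quantile normalization, with 3 loci called, and the LOC_Osm1 covariate, chosen after seeing the data, with 0 called and 4 at an unadjusted p under 0.05. Between the strains, 27 loci were called without SR86 FW3, 4 without R1 FW3, and 0 without R1 FW1, where 23 had an unadjusted p under 0.05. In all these fits that left out a library the median log2 fold change stayed between 1.09 and 1.42 for SW against FW and between -1.24 and -0.90 for SR86 against R1. From the rise of these genes in SW, their lower level in SR86 than in R1 in FW, and reports on PPR proteins in biotic and abiotic stresses, salt among them, the paper proposes that this part of the family may be a key component of salt adaptation.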

2. Fifty-one peroxidase genes (out of 160 l Rice Genome Annotation Project) were differentially expressed between SW and FW in SR86 roots (Fig. 3b). 

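Of the 51 peroxidase loci of Table S7, 44 had a higher and 7 a lower mean in SW than in FW, under each of the scalings tried. Their log2 fold changes ran from -2.40 to 5.29, with a median of 1.94. Past the thresholds were 30 loci, 27 higher and 3 lower, and 45 adjusted over the list alone. In 38 of the 51 the SW and FW libraries did not overlap. The largest rises were in LOC_Os07g34710, from 0.193 ± 0.154 FPKM (SD, n = 3) in FW to 28.7 ± 13.1 FPKM in SW (log2 fold change 5.29, standard error 0.411, limma adjusted p = 0.00686), and in LOC_Os05g04500, from 1.23 ± 0.881 to 28.9 ± 16.1 FPKM (log2 fold change 4.07, standard error 0.489, limma adjusted p = 0.011). SR86 SW3 differed from the other SW libraries, with a median log2 value of the 51 loci of 0.88 against the mean of R1 FW, where SR86 SW1 had 2.61 and SR86 SW2 had 2.57. Without SR86 SW3, 43 loci were called, and the fits that each left out another library gave 22 (SR86 FW3), 11 (SR86 FW1), 7 (SR86 SW2), 5 (SR86 FW2) and 1 (SR86 SW1).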

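In FW, LOC_Os01g36240 had 12.2 ± 7.88 FPKM (SD, n = 3) in SR86 and 1.85 ± 0.221 FPKM in R1, a log2 fold change of 2.24 (standard error 0.443, limma adjusted p = 0.0144), which lost its call in 3 of the 6 fits that left out a library. LOC_Os07g47990 had 30.4 ± 18.2 FPKM in SR86 and 9.06 ± 1.87 FPKM in R1 (log2 fold change 1.49, standard error 0.502, limma adjusted p = 0.0662). LOC_Os04g53640 had 4.15 ± 2.29 FPKM in SR86 and 1.72 ± 0.18 FPKM in R1 (log2 fold change 0.91, standard error 0.436, limma adjusted p = 0.154), and its SR86 FW1 value of 1.52 FPKM lay among the R1 values. In SW the means were 33.3, 182 and 19.4 FPKM for the 3 loci in this order. The log2 fold changes between SW and FW were 1.58 (standard error 0.454, limma adjusted p = 0.052), 2.32 (standard error 0.855, limma adjusted p = 0.0941) and 2.22 (standard error 0.466, limma adjusted p = 0.0268). Between SW and FW, LOC_Os01g36240 passed the threshold in the fit of all 9 libraries and without SR86 FW1, and LOC_Os07g47990 in the fit of all 9 libraries, with replicate number as a block and without SR86 SW3, where its log2 fold change was 3.23. Between the strains, LOC_Os07g47990 passed with replicate number as a block and without SR86 FW3, where its log2 fold change was 2.08, and LOC_Os04g53640 without SR86 FW1, where its log2 fold change was 1.43.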

Forty-four of those were upregulated, i.e. induced by salinity; three of these were also constitutively upregulated in SR86 compared to R1 under FW conditions (LOC_Os01g36240, LOC_Os07g47990 and LOC_Os04g53640). Increase in peroxidase activity is a common response to oxidative and abiotic stresses. It was reported that total peroxidase activity increased in response to salinity [44], which was more significant in a salt tolerant variety compared to a salt susceptible one in millet [45]. The increased peroxidase activity changed the mechanical properties of the cell wall, which in turn led to salt adaptation [44]. Over-expression of peroxidase genes in SR86 is likely to represent one of the mechanism for its salt tolerance. It is worthy of note that three genes in this group also contain high impact mutations (Additional file 8: Table S7; LOC_Os06g35520, LOC_Os01g22370 and LOC_Os01g22352 -- all predicted frameshift mutations).

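LOC_Os06g35520 rose from 31.6 ± 16.2 FPKM (SD, n = 3) in SR86 FW to 186 ± 131 FPKM in SR86 SW (log2 fold change 2.47, standard error 0.583, limma adjusted p = 0.0335), and LOC_Os01g22370 from 23.8 ± 3.37 to 72.5 ± 12.0 FPKM (log2 fold change 1.58, standard error 0.176, limma adjusted p = 0.0108). LOC_Os01g22352 fell from 169.5 ± 65.6 to 39.9 ± 33.9 FPKM (log2 fold change -2.40, standard error 0.652, limma adjusted p = 0.0458). The calls of LOC_Os06g35520 and LOC_Os01g22352 were lost with no filter, and in 4 and 5 of the 6 fits that left out a library. In such fits the limma adjusted p of LOC_Os01g22370 between SW and FW rose as high as 0.0544, past the threshold. In R1 FW the 3 loci had 85.2 ± 1.68, 72.1 ± 2.13 and 187 ± 8.40 FPKM. The log2 fold changes of SR86 FW against R1 FW were -1.57 (limma adjusted p = 0.0305), -1.59 (limma adjusted p = 0.000565) and -0.21 (limma adjusted p = 0.561). With a library left out, the limma adjusted p between the strains rose as high as 0.102 for LOC_Os06g35520 and 0.00685 for LOC_Os01g22370.

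**Figure D2:**
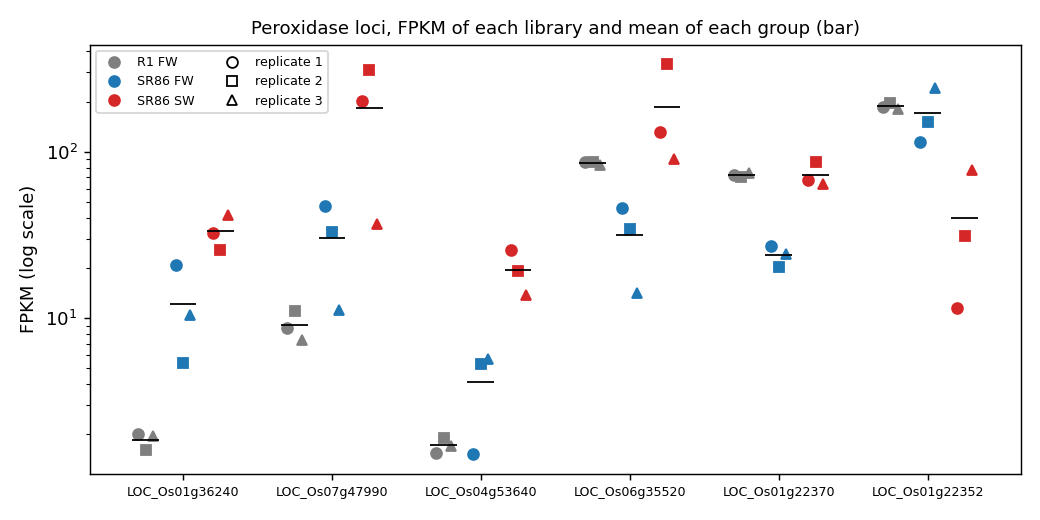
FPKM (log scale) of the 6 peroxidase loci named in the text, in each of the 9 libraries. Colours give the group, symbols the replicate, and bars the group mean. In LOC_Os07g47990 the SR86 SW libraries had 201, 308 and 36.7 FPKM, and SR86 SW3 overlapped the SR86 FW libraries.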

3. Five dirigent genes (out of 49) were differentially expressed in SR86 roots grown in SW vs. FW (Fig. 3h); four of these were upregulated under SW growth conditions. One of these (LOC_Os10g18760) was highly expressed in SR86 roots only in SW (MMT value is >84); it was not detectable in either SR86 or R1 in FW. 

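LOC_Os10g18760 had 107, 112 and 92.1 FPKM in SR86 SW1 to SR86 SW3, with a mean of 104 ± 10.6 FPKM (SD, n = 3). It had 0.67, 0.2 and 0 FPKM in SR86 FW1 to SR86 FW3, and 0, 0.05 and 0 FPKM in R1 FW1 to R1 FW3. The log2 fold change between SW and FW was 7.13 (standard error 0.318, limma adjusted p = 0.00242). With FW values this close to 0 its size rests on the pseudocount, and it was 8.51 with a pseudocount of 0.1 and 6.37 with a pseudocount of 1. It was the largest rise among the genes called between SW and FW whose libraries did not overlap. Of the 5 dirigent loci of Table S7, 4 had a higher mean in SW and 1 a lower mean under each scaling tried. Past the thresholds were 2 higher loci and the lower one, and 4 loci adjusted over the list alone. The lower one, LOC_Os12g07580, fell from 28.7 ± 12.2 to 8.14 ± 2.14 FPKM (log2 fold change -1.71, standard error 0.341, limma adjusted p = 0.0244). Between SR86 and R1 in FW, 4 loci were tested and 0 were called, with 1 at an unadjusted p under 0.05, and 1 was called with a pseudocount of 0.1, with quantile normalization, with replicate number as a block or without SR86 FW3. Between SW and FW, 1 locus was called without SR86 SW1, without SR86 SW2 or without SR86 FW2, and 4 without SR86 SW3.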

Dirigent proteins are involved in lignin biosynthesis through controlling phenoxy-radical coupling processes [46]. Lignin is a major component of cell walls and also Casparian strips that span the cell walls of adjacent endodermal cells to facilitate cellular control for the selective entry of water and solutes into the vascular system. Abundant expression of dirigents in SR86 roots may enhance the ability of the endodermis to respond to environmental challenges such as salt stress [47].
4. Sixteen MATE (multi-antimicrobial extrusion) protein family genes (out of 56) were differentially expressed in response to salt, 12 of which were downregulated (Fig. 3c). Seven of the suppressed genes under salt conditions were over-expressed in SR86 roots compared to R1 under FW conditions. MATE proteins are membrane transporters that can help to increase resistance to key stresses, including salinity [48]. They actively move xenobiotic substances or small organic molecules across membranes through coupling hydrolysis of ATP with import of H^+^/Na^+^ [49]. The transport direction and rate are dependent on substrate concentrations. Down regulation of these transporters can negatively regulate the influx of salt ions, suggesting a possible salt resistance mechanism. 

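Of the 16 MATE loci of Table S7, 12 had a lower and 4 a higher mean in SW than in FW, under each of the scalings tried. Over all genes tested, 8 of the lower and 4 of the higher loci were called, 12 in all, and also 12 adjusted over the list alone. With median-ratio size factors 9 lower loci and 1 higher locus were called. The median log2 fold change of the 12 lower loci was -1.19 between SW and FW and 0.96 between SR86 and R1 in FW. Of the 7 that the paper's Table S7 also lists as higher in SR86 than in R1, all 7 had a higher mean in SR86, with a median log2 fold change of 1.15, and 4 were called. The fits with all 9 libraries and with replicate number as a block each called 6 of the 7. The number of the 16 loci called between SW and FW was 9 without SR86 SW3, 8 without SR86 FW3, 3 without SR86 SW2, 3 without SR86 FW1, 1 without SR86 FW2 and 0 without SR86 SW1, where 13 had an unadjusted p under 0.05. With no filter, 4 were called.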

Two of the MATE genes, LOC_Os12g03260 and LOC_Os08g44870, also contain high impact mutations (Additional file 8: Table S7; one predicted gain of a stop codon and one frameshift mutation).

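LOC_Os08g44870 had 0.277 ± 0.116 FPKM (SD, n = 3) in SR86 SW, 3.07 ± 1.19 FPKM in SR86 FW and 0.063 ± 0.042 FPKM in R1 FW. Its log2 fold change was -2.15 between SW and FW (standard error 0.335, limma adjusted p = 0.0161) and 2.61 between SR86 and R1 in FW (standard error 0.293, limma adjusted p = 0.00207). The call between SW and FW was lost in 2 of the 6 fits that left out a library. LOC_Os12g03260 had 1.13 ± 0.121 FPKM in SR86 SW, 2.6 ± 1.7 FPKM in SR86 FW and 0.77 ± 0.19 FPKM in R1 FW, and its SR86 FW1 value of 1.0 FPKM lay below the SW values. Its log2 fold change was -0.77 between SW and FW (standard error 0.434, limma adjusted p = 0.228) and 1.14 between the strains (standard error 0.426, limma adjusted p = 0.0868). The change between the strains passed the threshold with all 9 libraries in the fit, with replicate number as a block, and without SR86 FW1, where the log2 fold change was 1.58. LOC_Os08g43654, the MATE locus with the second largest change among those called without overlap, rose from 0.31 ± 0.332 FPKM in SR86 FW to 2.62 ± 1.86 FPKM in SR86 SW (log2 fold change 1.86, standard error 0.487, limma adjusted p = 0.0422). Its call was lost with no filter, with each of the other scalings and in 5 of the 6 fits that left out a library. With values of a few FPKM or less, these log2 fold changes depend on the pseudocount.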

5. Thirty-seven glutathione S-transferases (GST) genes (out of 95) were also differentially expressed between SW and FW in SR86 roots (Fig. 3d). Different from the peroxidase genes, 31 of the 37 were downregulated, and four of these also contained frameshift mutations. Seven of the downregulated GST genes in SW were enriched in SR86 compared to R1 under FW conditions. GSTs are a ubiquitous family of multifunctional enzymes which are known to play important roles in combating different biotic and abiotic stresses via their involvement in oxidative stress metabolism and detoxification reactions [50]. By detoxifying endogenous plant toxins that accumulate as a consequence of increased oxidative stress, GSTs protect plant cells under stress conditions. Transgenic plant analysis suggested that the expression of a rice lambda class GST, OsGSTL2, in Arabidopsis provided tolerance to heavy metal and other abiotic stresses such as cold, osmotic and salt stress. Downregulation of GSTs in response to salt in SR86 is contradictory to their established roles as mediators of stress, though others have noted that individual GST genes respond differently to stress [51]. 

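Of the 37 GST loci of Table S7, 30 had a lower and 7 a higher mean in SW than in FW, under each of the scalings tried. The median log2 fold change was -1.39 and the range -3.69 to 1.78. Over all genes tested, 26 of the lower and 2 of the higher loci were called, and 31 loci adjusted over the list alone. The 4 lower loci that Table S7 lists with a frameshift were all called, with a median log2 fold change of -2.54. Of the 7 lower loci that Table S7 lists as higher in SR86 than in R1 in FW, all 7 had a higher mean in SR86, with a median log2 fold change of 1.27, and 6 were called. The largest falls in SW were in LOC_Os09g20220, from 32.5 ± 13.8 FPKM (SD, n = 3) to 1.95 ± 0.658 FPKM (log2 fold change -3.69, standard error 0.373, limma adjusted p = 0.00921), and LOC_Os10g38350, from 25.5 ± 12.5 to 1.56 ± 0.513 FPKM (log2 fold change -3.57, standard error 0.382, limma adjusted p = 0.00973). In R1 FW these loci had 26.3 ± 2.61 and 16.2 ± 1.96 FPKM. The number of loci called between SW and FW was 28 without SR86 SW3, 26 without SR86 FW3, 17 without SR86 FW1, 12 without SR86 SW2, 12 without SR86 FW2 and 5 without SR86 SW1. Between the strains 7 loci were called, 12 without SR86 FW3, 2 without R1 FW1 and 2 without R1 FW3.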

Further dissection and annotation of specific SR86 GST genes will likely yield insights into the varying responses to salt stress observed here.
6. Many members of NB-ARC and NBS-LRR gene families known to be associated with biotic stress responses were also upregulated under SW conditions: 25 of the 27 NB-ARC genes (out of 85) and all 17 of the differentially expressed NBS-LRR genes (out of 111). Although both of these gene families have been extensively studied for their roles in response to plant diseases [52], our data suggest they may also play a role in adaptation to salt stress. Indeed, De Leon et al. recently identified members of the NBS-LRR family as associated with quantitative trait loci driving resistance to salinity in Pokkali rice [53].

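Of the 27 NB-ARC loci of Table S7, 22 passed the filter and were tested between SW and FW, of which 20 had a higher and 2 a lower mean in SW under each of the scalings tried, with a median log2 fold change of 1.28. Past the thresholds were 15 loci, all higher, and 19 adjusted over the list alone. With quantile normalization 6 higher loci and 1 lower locus were called. Of the 17 NBS-LRR loci, 13 were tested and all 13 were higher in SW under each of the scalings tried, with a median log2 fold change of 1.40. Past the thresholds were 10 of them, and 11 adjusted over the list alone. LOC_Os08g07950 (NB-ARC) rose from 0.27 ± 0.082 FPKM (SD, n = 3) in SR86 FW to 2.82 ± 0.516 FPKM in SR86 SW (log2 fold change 2.10, standard error 0.25, limma adjusted p = 0.011), and LOC_Os08g19694 (NB-ARC) from 3.28 ± 1.78 to 14.8 ± 4.97 FPKM (log2 fold change 2.06, standard error 0.381, limma adjusted p = 0.0215). LOC_Os11g38480 (NBS-LRR) rose from 1.60 ± 1.34 to 13.9 ± 9.90 FPKM (log2 fold change 2.74, standard error 0.597, limma adjusted p = 0.0291) and LOC_Os11g45970 (NBS-LRR) from 0.83 ± 0.435 to 6.03 ± 1.79 FPKM (log2 fold change 2.32, standard error 0.354, limma adjusted p = 0.0155). Without SR86 SW1, 0 loci of either family were called, with 18 NB-ARC and 12 NBS-LRR loci at an unadjusted p under 0.05. The fits that each left out another library called 7 NB-ARC and 7 NBS-LRR loci (SR86 SW3), 3 and 3 (SR86 FW1), 2 and 2 (SR86 SW2), 2 and 2 (SR86 FW2), and 16 and 11 (SR86 FW3).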

7. Thirty-one members of the kinesin motor domain containing gene family (out of 43) were all found to be upregulated in SR86 roots under SW conditions (Fig. 3g). These proteins encode molecular motors that are responsible for transporting cargo around the cell in association with microtubules and have been associated with such diverse functions as cell division, growth and hormone synthesis [54]. Intriguingly, there have not been many studies into their roles in stress adaptation, although changes in microtubule dynamics have been proposed as a critical component of salt stress [55]. The enrichment of kinesin motor domain family genes in SR86 under SW conditions suggests that they may represent another, novel mechanism of salt stress adaptation.

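All 31 kinesin loci of Table S7 were tested and were higher in SW than in FW, also with quantile normalization and median-ratio size factors. With the library factors implied by Tables S3 to S6, 30 passed the filter and all 30 were higher. The log2 fold changes ran from 1.03 to 2.59, with a median of 1.57. Past the thresholds were 28 loci over all genes tested and 31 adjusted over the list alone, and in 30 the SW and FW libraries did not overlap. LOC_Os03g18980 rose from 0.453 ± 0.151 FPKM (SD, n = 3) to 5.40 ± 1.73 FPKM (log2 fold change 2.59, standard error 0.314, limma adjusted p = 0.011) and LOC_Os03g39020 from 0.56 ± 0.131 to 4.90 ± 1.81 FPKM (log2 fold change 2.3, standard error 0.324, limma adjusted p = 0.0134). In R1 FW these loci had 0.64 ± 0.104 and 0.713 ± 0.125 FPKM. Without SR86 SW1, 0 of the 31 loci were called and 28 had an unadjusted p under 0.05. Without SR86 FW2, SR86 SW2 and SR86 FW1 the numbers were 2, 4 and 8, and without SR86 FW3 and SR86 SW3 they were 23 and 29. The median log2 fold change stayed between 1.41 and 1.87 in these fits.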

**Table 5:** Summary of the potential gene families influencing salinity adaptation

Gene family	Fraction of total members differentially expressed in SW vs. FW	Enriched in SW	Previously associated with abiotic stress adaptation
Pentatricopeptide repeat (PPR)	36/477	36 (100%)	*Arabadopsis thaliana* [42, 43]
Peroxidase	51/160	44 (86%)	*Solano lycopersicum* [44], *Setaria italica* [45]
Dirigent	5/49	4 (80%)	*Saccharum officinarum* [47]
Multi-antimicrobial extrusion (MATE)	16/56	4 (25%)	*Arabadopsis thaliana* [48]
Glutathione S-transferase (GST)	37/95	6 (16%)	*Arabadopsis thaliana* [50], *Solano lycopersicum* [51]
NB-ARC domain containing	27/85	25 (93%)	Not reported
NBS-LRR disease resistance	17/111	17 (100%)	*Oryza sativa* [53]
Kinesin motor domain containing	31/43	31 (100%)	*Arabadopsis thaliana* [55]

**Fig. 3:**
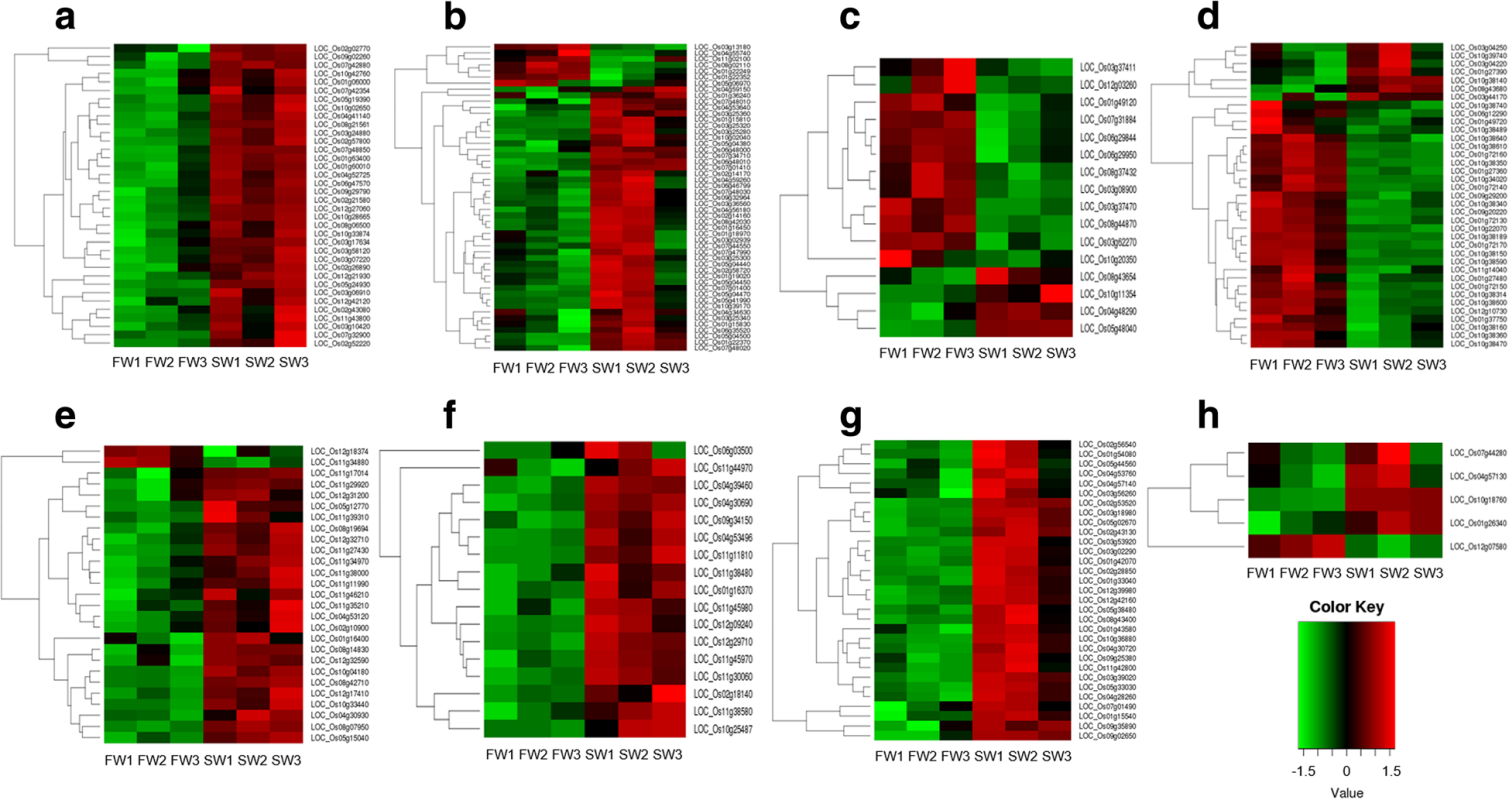
Heatmaps of all differentially expressed members in each gene family. **a** pentatricopeptide repeat (PPR) gene family, **b** peroxidase gene family, ***C*** *. mate* gene family, **d** glutathione S-transferase (GST) gene family, **e** NB-ARC domain containing gene family, **f** NBS-LRR disease resistance gene family, **g** kinesin motor domain containing gene family, **h** dirigent gene family. The scale shown applies to all heat maps; *red* depicts higher expression, while *green* represent lower

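The values behind the heatmaps can be summarised by the median of each family's loci in each library, as log2(FPKM + 0.5) against the mean of the 3 R1 FW libraries. The SR86 SW libraries lay above the SR86 FW libraries in the peroxidase, dirigent, NB-ARC, NBS-LRR, kinesin and PPR loci. They lay below them in the MATE and GST loci, and these groups did not overlap in any family. The paper chose these loci as changed in the same libraries, so this separation is not independent evidence. In the GST loci the medians were 0.64, 0.53 and 0.08 in SR86 FW1 to SR86 FW3 and -1.15, -1.15 and -0.91 in SR86 SW1 to SR86 SW3. In the kinesin loci they were -0.23, -0.20 and -0.09 in FW and 1.75, 1.48 and 0.85 in SW. In the dirigent loci they were 1.18, 0.34 and 0.44 in FW and 2.21, 3.45 and 1.85 in SW. Relative to the median of all genes tested, the family medians of the log2 fold changes between SW and FW were 1.05 for PPR, 1.76 for peroxidase, 1.53 for dirigent, -1.15 for MATE, -1.56 for GST, 1.10 for NB-ARC, 1.23 for NBS-LRR and 1.39 for kinesin loci.

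**Figure D3:**
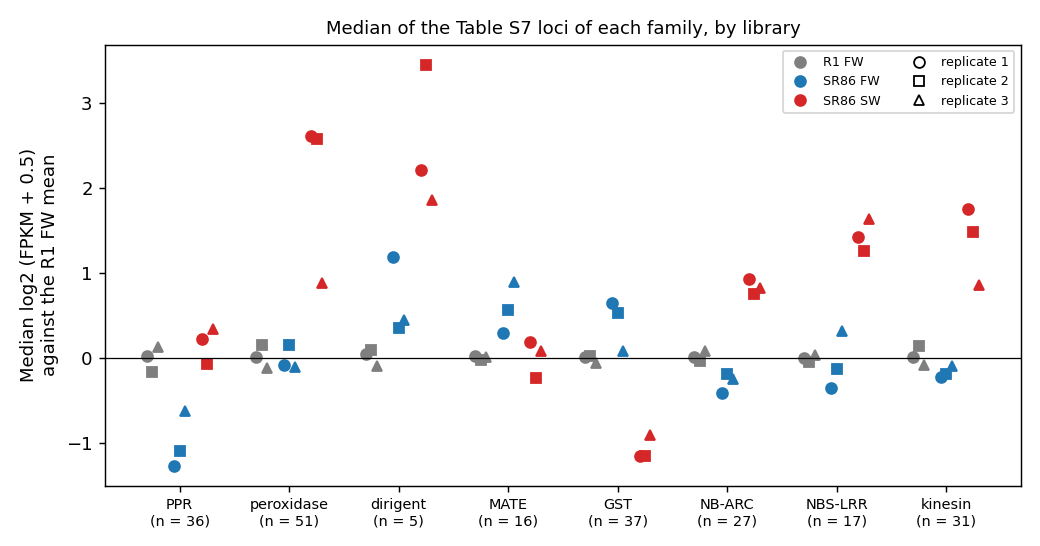
Median log2(FPKM + 0.5) of the Table S7 loci of each family against the mean of R1 FW, 1 point per library. The paper chose these loci as changed in these libraries. Colours give the group and symbols the replicate. In the GST loci the SR86 SW libraries lie at -1.15 to -0.91, below the other 6 libraries.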

## Conclusions

The SR86 genome and transcriptome analyses reported here provide an invaluable new resource for further molecular studies on this unique germplasm, shed insights into the genetic basis of the similarities and differences between sea rice and common rice and help to reveal possible molecular mechanisms underlying salt tolerance. The analyses identified a distinct cohort of genes whose expression and sequence may contribute or are causative to the salt tolerance phenotype of SR86.

## Methods

### Chromosome preparation

SR86 roots were collected from Zhanjiang, Guangdong Province, China. Root tips were harvested from sprouted seeds and incubated in 2 mM 8-hydroxyquinoline at 20 °C for 2 h to promote accumulation of metaphase cells. Roots were then fixed in methanol:acetic acid (3:1) and digested in 2% cellulose and 1% pectolyase at 37 °C for 1.5 h before mounting on slides. An Olympus BX51 microscope with attached camera was used to image Giemsa-stained spreads.

### Germination experiments

Seeds from indicated cultivars were placed on filter paper in Petri dishes and doused with the indicated solutions. Petri dishes were covered and placed in growth chambers kept at 30 °C and 60% humidity; seeds were washed with indicated solutions once daily. Germination rates were calculated at day 10.

### Sample preparation, genome and transcriptome sequencing

Genomic DNA was extracted from fresh root tissue using the DNeasy Plant Mini Kit (Qiagen). Two micrograms genomic DNA was divided equally into two tubes and sheared into ~300 bp and ~2000 bp fragments separately using M220 ultrasonicator (Covaris). DNA libraries were prepared with the KAPA LTP DNA Library Prep Kit (KAPA Biosystems) according to manufacturer’s instructions, and sequenced by whole-genome paired end sequencing using an Illumina HiSeq 2500. For transcriptome sequencing, SR86 was planted in fresh water while R1 was planted in sea water and fresh water. Roots were harvested in three biological replicates one month after planting. Total RNA was extracted from roots using the RNeasy Plant Mini Kit (Qiagen). One microgram was used for mRNA library preparation with KAPA Stranded mRNA-Seq Kit (KAPA Biosystems) according to the manufacturer’s instructions. The libraries were sequenced using Illumina HiSeq 3000 platform. Raw sequence reads were mapped to Ensemble MSU6 transcript set using Bowtie2 version 2.1.0 with default setting. Gene expression levels were estimated using RSEM v1.2.15 and normalized with the TMM (trimmed mean of M-values) method. Differentially expressed genes were identified using the edgeR program. Differential expression was determined by the generalized linear model (GLM) likelihood ratio test. Genes showing altered expression with FDR < 0.05 and more than 2-fold changes were considered differentially expressed. For data quality control, FASTQC was used to check the raw fastq data quality and Trimmomatic was used to remove adaptors and to trim quality bases. After adapter clipping, we removed leading and trailing ambiguous or low quality bases (below Phred quality scores of 3). Trimmomatic works with a user-defined window spanning the read from 5′ to 3′ and removes bases only at the 3′-end; we set up a window length of 4 and a quality threshold Q of 20. When the average quality drops below 20, the 3′-end is clipped.

### Sequence alignment, mapping and variant calling

Raw sequence reads were trimmed based on quality scores and GC bias. The cleaned reads were aligned to the temperate *Oryza sativa ssp. japonica* cv. Nipponbare reference genome, Release 7 of the unified-build release Os-Nipponbare-Reference-IRGSP-1.0 (IRGSP-1.0), using BWA software. The alignment results were then merged and indexed as BAM files. Variant calling was performed on alignment file using the Genome Analysis Toolkit 3.0–2 (GATK) and Picard package V1.89. The identified variants were annotated using controlled vocabulary terms; the sequence changes and their impacts were predicted using the SnpEff method. A consensus genome build for SR86 was generated based on the *japonica* Nipponbare reference genome sequence and the identified variants.

### Molecular phylogenetic analysis

For SR86 and each of the 3000 rice genomes, we first listed high-quality and high-confidence SNPs that had a read-depth of 4 or more, mapping quality of 30 or more and quality of 50 or more; and then merged them all into one single.vcf file that defined the genotype for each SNP across all cultivars. This resulted in a file with 18,152,540 total SNPs. Next, the R-based tool, SNPrelate, was used to calculate the dissimilarity matrix between all 3001 genomes based on the presence/absence of these SNPs. Results were exported out of R and used to draw the phylogenetic tree with the tool DARWIN.

### Development of genome-wide INDEL markers

Twenty-four INDELs larger than 28 bp were selected for the development of genome-wide INDEL markers: one in the middle of the short arm (p) and one in the middle of the long arm (q) for each chromosome. The forward and reverse primers targeting these INDEL-carrying sequences were designed using the generic primer interface of BatchPrimer3 (https://probes.pw.usda.gov/batchprimer3/). The criteria were as follows: product size 100–300 bp, primer size 18–27 bp, GC content 20–80%. The sequences of the reference genome [*Oryza sativa* (rice)] and all primer pairs were BLAST searched against NCBI sequence database (https://blast.ncbi.nlm.nih.gov/Blast.cgi) to verify the PCR product in the reference.

The 24 pairs of primers were synthesized by IDT (Integrated DNA Technologies). PCRs were conducted in 25 μL reactions containing 2.5 μL 10X reaction buffer (NEB), 0.125 μl Taq (NEB), 0.5 μL of 25 mM dNTP (Amersco), 0.5 μL of 10 μM primers, 10 nanograms of SR86 and reference rice DNA and 20.375 μL nuclease-free water (NEB). PCR reactions were carried out as follows: 95 °C, 30 s; 30 cycles of (95 °C, 30 s; 52 °C, 30 s; 68 °C, 30 s) and 5 min extension at 68 °C. PCR products were analyzed with a Bioanalyzer 2100 according to the manufacturer’s instructions (Agilent).

## Additional files

Additional file 1: Karyotype of Sea Rice 86. SR86 contains 12 pairs of chromosomes, each with similar length to rice (*Oryza sativa*). A metaphase spread stained with Giemsa is depicted.

Additional file 2: Predicted unique, high impact structure/function altering SNPs.

Additional file 3: Predicted unique, high impact structure/function altering INDELs.

Additional file 4: Differentially expressed genes upregulated in SR86 vs. R1 roots grown in fresh water and their gene ontology.

Additional file 5: Differentially expressed genes downregulated in SR86 vs. R1 roots grown in fresh water and their gene ontology.

Additional file 6: Differentially expressed genes upregulated in SR86 roots grown in sea water vs. fresh water and their gene ontology.

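Tables S3 to S6 list, for each gene, a fold change, a p-value, an FDR and a per-million value in each of the 6 libraries compared. The genes that could be read were 1998 of 2072 in Table S3, all 1832 in Table S4, 1998 of 2582 in Table S5 and all 1978 in Table S6. The listed fold changes and the per-library values of the same tables are not on one scale. In 381 genes of Table S5 with every value above 5, the listed log2 fold change exceeded that of the per-library means by a median of 0.17 (log2) and differed from that of the FPKM means by a median of -0.17. In 902 genes of Table S6 these medians were 0.17 and -0.18, in Table S3 they were -0.07 and 0.07, and in Table S4 they were -0.04 and 0.05.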

Additional file 7: Differentially expressed genes downregulated in SR86 roots grown in sea water vs. fresh water and their gene ontology.

Additional file 8: Differentially expressed gene families that are likely associated with salt tolerance.

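Table S7 lists 220 loci in 8 families, which the paper chose as differentially expressed in these libraries. The median transcript length, computed for each locus from the ratio of the per-million value to the FPKM value, was 780 bp for dirigent, 933 bp for GST, 1319 bp for peroxidase, 1868 bp for MATE, 2765 bp for PPR, 3090 bp for NBS-LRR and 3682 bp for NB-ARC loci. A length could be computed for 85.2% or more of the loci of each of these families. Only 77.4% of the kinesin loci had one, with a median of 3239 bp, so no length check was made for them. A part of transcript length in their rise in SW thus stays open. Across 3355 loci of Tables S3 and S4, log2 fold changes between SW and FW rose with length (Spearman's rho = 0.414 across genes, which are not independent replicates), from a median of -0.66 in loci of up to 793 bp to 0.85 in loci of 2571 bp or more. The paper chose those loci as different between SR86 FW and R1 FW. Both comparisons share the SR86 FW libraries, so that choice can carry into the trend. With the trend of those loci outside Tables S5 and S6 and outside the families removed, the median log2 fold change between SW and FW was 1.03 for PPR, 1.99 for peroxidase, 1.99 for dirigent, -1.20 for MATE, -1.29 for GST, 0.95 for NB-ARC and 1.23 for NBS-LRR loci. That set leaves out the loci listed as changed between SW and FW, which can flatten the trend. With the trend of all loci of Tables S3 and S4 outside the families, chosen after seeing the data, the medians were 0.71, 2.07, 2.22, -1.28, -1.19, 0.48 and 0.79 in the same order.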

## Abbreviations

ATP: Adenosine triphosphate
AWS: Amazon Web Services
BLAST: Basic local alignment search tool
bp: Base pairs
BWA: Burrows-Wheeler Aligner
Chr: chromosome
FW: Fresh water
GATK: Genome Analysis Toolkit
Gb: Gigabytes
GST: Glutathione S-transferase
GWAS: Genome-wide association study
INDEL: Insertions/deletions
LRR: Leucine-rich repeat
MATE family: Multi-antimicrobial extrusion protein family
NB-ARC domain: Nucleotide-binding adaptor shared by APAF-1, R proteins, and CED-4 domain
NBS: nucleotide-binding site
NGS: next generation sequencing
PPR: Pentatricopeptide repeat
RNA-seq: RNA sequencing
SNP: Single nucleotide polymorphism
SR86: Sea Rice 86
SW: sea water
TMM: Trimmed mean of M-values
VCF files: Variant call format files
YF47: Yanfen 47

How the deposited data were processed for this re-analysis (not part of the article)

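The data are RNA-seq libraries of rice roots grown for 1 month: 3 of R1 in FW, 3 of SR86 in FW and 3 of SR86 in SW. The groups were taken from the labels of the libraries and from the results section of the paper. One sentence of the methods places SR86 in fresh water only and R1 in both waters, and the labels place them the other way. The authors trimmed the reads with Trimmomatic, mapped them to the MSU6 transcript set with Bowtie2 and estimated expression with RSEM. They deposited FPKM values, fragment counts scaled by transcript length and mapped reads, rounded to 2 decimals, 1 column per library. All 9 columns were matched to a library and 0 values were missing. The authors tested for differential expression with edgeR's likelihood ratio test after TMM normalization. That test needs read counts, which could not be recovered for all genes from values rounded to 2 decimals, so it was not run here.

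The loci, families and annotations come from Tables S3 to S7 of the paper. For each library, the ratio of the FPKM values to the per-million values of Tables S3 to S6 gave a library factor (genes with over 5 FPKM). For each locus of the tables, the inverse ratio gave a transcript length (values of at least 0.2 FPKM), for 6533 loci. The smallest step between per-million values gave the size of 1 read. Of 7117 low values, 100% were whole multiples of it. The read totals that follow were divided by the library factors, which leaves the scaling of the FPKM values, up to a shared factor. They were 11500000 to 28900000 per library. Values near 0 rest on few reads at this depth, so their log2 fold changes depend on the pseudocount. Of the deposited feature names, 0 were found in the reference table of rice genes, so names are those of the paper's tables.

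Genes with a mean of at least 0.5 FPKM over the 6 libraries compared were tested on log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. For the loci of Table S7, p-values were also adjusted over the list alone. Tests on gene sets were not run, since the whole families could not be listed. The genes named were chosen from those of the paper's text, the 2 called loci per family with the largest change and no overlap between SW and FW libraries, and the 3 largest rises and 3 largest falls of each reported comparison without overlap. These rules, the fits and the alternatives were set before the data were examined. The alternatives were pseudocounts of 0.1 and 1, no filter, a filter at a mean of 1, quantile normalization, median-ratio size factors, all 9 libraries in 1 fit, replicate number as a block, each library left out in turn, removal of the length trend where lengths could be had, and 4 other rules for expressed genes. Chosen after seeing the data were the library factors implied by Tables S3 to S6, the length trend of all loci of the other comparison's tables and, as covariates in a fit of all 9 libraries, the log2 of the summed LOC_Osm1 values or of the summed pre-tRNA values of each library.

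The limma fit was tested on simulated data with the means and spreads of the real genes, 23392 of them past the filter. It called 70.5% of 200 changed genes, with 2.8% of its calls among unchanged genes. A simulated covariate that made a median log2 fold change of 0.9 in 200 genes was removed to 0.007. The other steps were tested on simulated values as well. Library factors of 9 libraries came back with an error of at most 0.0 (log2) to 3 decimals. The permutation test within groups gave a p under 0.05 in 4.0% of 200 unrelated pairs and in 96.0% of 200 related ones. The length correction left a median of 0.04 in 200 lists with a length trend alone.

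Relations across libraries were computed as Pearson's r and Spearman's rho of the deviations from group means over the 9 libraries, with an exact two-sided permutation test over all 216 orders within groups, the smallest p being 0.0046. The length trend was fitted by lowess with a span of 0.5 in statsmodels 0.14.6. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. GO categories, genome variants and the chromosome work of the paper were not analysed here.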

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

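The tests in this part were chosen after the values had been seen, apart from the fits with a library left out, quantile normalization and the splits.

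Features that the paper does not discuss had higher means in the SR86 FW libraries than in both other groups. The summed FPKM of the 54 LOC_Osm1 features had a mean of 1930 ± 821 (SD, n = 3) in SR86 FW, 5.21 times the mean of R1 FW at 370.2 ± 160.5, while SR86 SW had 406.9 ± 161.9. The lowest SR86 FW library had 992 and the highest library of the other groups 568. The 103 LOC_Osp1 features were 2.95 times and the 61 pre-tRNA features 6.57 times as high in SR86 FW as in R1 FW, with 406 to 939 against 185 to 307 and 183 to 739 against 36.4 to 112. In SR86 SW they had 215 to 352 and 71.4 to 194, so the pre-tRNA values of SR86 FW3 (183) and SR86 SW1 (194) overlapped. The exact permutation test of 3 libraries against 3 cannot go below a p of 0.1. The LOC_Osm1 and LOC_Osp1 names are numbered apart from the chromosomes and carry no annotation in the tables, so what these features are was not settled.

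A difference of the strain alone would leave SR86 SW as high as SR86 FW, and the mean there was 406.9. An effect of fresh water alone would raise R1 FW, and the mean there was 370.2. By the read totals, depth alone is argued against. R1 FW1 and R1 FW3, with 12000000 and 15700000 reads, lie within the depths of the SR86 FW libraries, 11500000 to 16300000. They had LOC_Osm1 sums of 347.2 and 222 against at least 992. The read totals were divided by the library factors and follow the scaling of the FPKM values, so the argument rests on that scaling. A candidate explanation is the RNA quality or the poly(A) selection of the SR86 FW libraries. Within groups the LOC_Osm1 and pre-tRNA signals rose and fell together, with an r of 0.93 (exact permutation p = 0.014, adjusted 0.023 over 5 relations), a rho of 0.77 (exact permutation p = 0.065) and an r of 0.84 without SR86 FW3 and SR86 SW3. The SR86 FW libraries are the only ones of their condition, so library quality and an effect of fresh water particular to SR86 cannot be told apart. The second was not tested.

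The comparison of SR86 SW with R1 FW, which the paper does not report, called 4644 of 23800 genes, 2909 higher and 1735 lower. Strain and water differ together in it, and their parts cannot be separated. Leaving out each library in turn gave 3293 to 5733 genes, and 1 of the 10 splits of the 6 libraries, the real one, gave as many. The median log2 fold change of all genes tested was 0.12, and 50.1% of the called genes were higher with quantile normalization, against 62.6% without rescaling. Of the 3012 genes called between SR86 SW and SR86 FW, 1432 were also called here and 1580 were not.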

How the results depend on the processing

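The covariate fits, the library factors implied by Tables S3 to S6 and the length trend of all loci of the other comparison's tables were chosen after seeing the data, and the other alternatives were not. The direction of each family's median between SW and FW was kept under every alternative run. Most numbers of called genes and loci moved by over 1.5 times under at least 1 alternative. Leaving out a library leaves 2 in a group, and the counts both fell and rose with it. All SR86 FW libraries lay above the others in LOC_Osm1 signal. With that covariate, calls against SR86 FW can thus be lost without a smaller change. Where no cause is given below, the cause was not tested.

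Between SR86 FW and R1 FW, leaving out each library in turn gave 1646 to 4761 genes (921 to 2069 higher, 725 to 2692 lower). The LOC_Osm1 covariate gave 683 (316 higher, 367 lower) and the pre-tRNA covariate 1018 (516 higher, 502 lower). Between SR86 SW and SR86 FW, leaving out each library gave 60 (without SR86 SW1) to 3822 genes (without SR86 FW3), with 22 to 2578 higher and 38 to 1244 lower. With no filter 1804 were called (1109 higher) among 37717 genes tested. The higher genes numbered 1165 with quantile normalization, which removes the shift of the median, 1277 with the replicate block and 1095 with the implied library factors, where the lower genes numbered 2009. The LOC_Osm1 covariate gave 1477 (1089 higher, 388 lower). The counts between SR86 SW and R1 FW stayed within 1.5 times under every alternative run.

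Between SW and FW, the PPR loci called numbered 11 with a pseudocount of 1, 9 with no filter, 14 with the filter at a mean of 1, 3 with quantile normalization, 11 with the replicate block, 14 with the implied library factors, 0 with the LOC_Osm1 covariate (4 at an unadjusted p under 0.05), 6 with the pre-tRNA covariate, and 0 to 28 with a library left out. With no filter 16 peroxidase, 4 MATE, 8 NB-ARC, 6 NBS-LRR and 17 kinesin loci were called. With quantile normalization and with the implied library factors 7 NB-ARC loci each were called. With the replicate block 5 NBS-LRR and 16 kinesin loci were called. With the LOC_Osm1 covariate 3 MATE, 14 GST, 1 NB-ARC, 1 NBS-LRR and 16 kinesin loci were called, and with the pre-tRNA covariate 9 NB-ARC and 5 NBS-LRR loci. Leaving out a library gave 1 to 43 peroxidase, 1 to 4 dirigent, 0 to 9 MATE, 5 to 28 GST, 0 to 16 NB-ARC, 0 to 11 NBS-LRR and 0 to 29 kinesin loci. The zeros are without SR86 SW1 (and without SR86 FW2 for PPR), where 13 MATE, 18 NB-ARC, 12 NBS-LRR, 28 kinesin and 27 PPR loci had an unadjusted p under 0.05.

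Between SR86 FW and R1 FW, 7 PPR loci were called with a pseudocount of 1, and 0 with the LOC_Osm1 covariate (2 at an unadjusted p under 0.05) or the pre-tRNA covariate (7). With these covariates 3 and 4 peroxidase, 2 and 2 MATE, and 0 (6 at an unadjusted p under 0.05) and 2 GST loci were called. In the fit of all 9 libraries and with the replicate block 8 MATE loci each were called. Leaving out a library gave 0 to 27 PPR, 3 to 14 peroxidase, 3 to 6 MATE and 2 to 12 GST loci. Of the dirigent loci 0 were called (1 at an unadjusted p under 0.05), 1 with a pseudocount of 0.1, quantile normalization or the replicate block, and 0 to 1 with a library left out. The median of the peroxidase loci, 0.04, changed sign, to between -0.09 and -0.04 without SR86 FW1 (-0.041), SR86 FW2 (-0.037) or R1 FW3 (-0.087), to -1.40 with the LOC_Osm1 covariate and to -1.02 with the pre-tRNA covariate. Without R1 FW2 it was 0.25. It goes over loci that change both ways.

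Expressed genes numbered 32758, 33241 and 35832 in R1 FW, SR86 FW and SR86 SW when a value above 0 in 1 library was enough, a rule that by its construction counts more genes. The correlation of the 2 comparisons was -0.263 and -0.068 with SR86 FW1 or SR86 FW3 kept for SW against FW and the other SR86 FW libraries for SR86 against R1, and -0.50 to -0.31 with a library left out. The length trend between SW and FW moved by less than 0.1 under each alternative run for it. With the length trend of all loci of Tables S3 and S4 removed, the medians between SW and FW were 0.71 for PPR (1.24 in the loci with a length), 0.48 for NB-ARC (1.29) and 0.79 for NBS-LRR loci (1.63). With that of all loci of Tables S5 and S6 removed, the PPR median between SR86 FW and R1 FW was -0.56 (-1.08).

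Among the 42 results for single genes, 28 changed under at least 1 of their alternatives. In 630 fits, 77 lost a call (59 of them with a library left out), 11 gained one and 1 changed sign, LOC_Os01g22352 between the strains, at 0.035 without SR86 FW1.

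Replicate numbers did not pair the libraries throughout, and a feature shared by those numbered 3 is not ruled out. Deviations from group means correlated at -0.034, -0.031 and -0.057 between libraries numbered 1, at 0.22, 0.26 and 0.01 between those numbered 2 and at 0.26, 0.28 and 0.15 between those numbered 3. With the replicate block the counts were 3489 between SR86 FW and R1 FW, 2048 between SR86 SW and SR86 FW and 4822 between SR86 SW and R1 FW.

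Both edgeR tests planned were not run, because read counts could not be recovered for all genes from values with 2 decimals. Removing the length trend was not run for counts of genes, because 25.2% of the genes tested had a length, nor for the kinesin loci. The camera and fry tests were not run, because the whole families could not be listed from the tables used here.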

Differences from the paper's values

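The paper reports 4560 genes between SR86 SW and SR86 FW, where 3012 were called here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (3084), all 9 libraries in 1 fit (4084) and leaving out SR86 SW3 (3090) or SR86 FW3 (3822) fell within 1.5 times, and the others gave 60 to 2845. The implied library factors (3104) and the pre-tRNA covariate (3080), chosen after seeing the values, also did. The paper's Table S6 lists 1978 lower genes, where 1017 were called. Quantile normalization (1368) and median-ratio size factors (1375) fell within 1.5 times and the other alternatives set before the data were examined did not, giving 38 to 1295. The implied library factors, chosen after seeing the values, gave 2009.

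The paper's Table S7 lists 36 PPR loci higher in SW, where 22 were called. All 9 libraries in 1 fit (26) and leaving out SR86 FW3 (28) fell within 1.5 times of the paper's number, though below it, and the other alternatives set before the data were examined did not. It lists 28 PPR loci lower in SR86 than in R1 in FW, where 18 were called. A pseudocount of 0.1 (24) and leaving out SR86 FW3 (27) fell within 1.5 times and the others did not. For peroxidase loci it lists 44 higher and 7 lower, where 27 and 3 were called. For the higher ones all 9 libraries in 1 fit and leaving out SR86 SW3 (39 each) fell within 1.5 times, as did the pre-tRNA covariate (38), chosen after seeing the values. For the lower ones no alternative set before the data were examined did, with 0 to 4 called, and the pre-tRNA covariate, chosen after seeing the values, gave 6. It lists 4 dirigent loci higher, where 2 were called, and 3 were called with all 9 libraries in 1 fit or without SR86 SW3, and with no other alternative set before the data were examined.

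The paper's Table S7 lists 7 GST loci higher in SW, where 2 were called, and none of the alternatives set before the data were examined fell within 1.5 times, with 0 to 4 called. It lists 25 NB-ARC loci higher, where 15 were called, and of the alternatives set before the data were examined only all 9 libraries in 1 fit (18) fell within 1.5 times. It lists 2 NB-ARC loci lower, where 0 were called. Both had an unadjusted p under 0.05, since all 22 loci tested did, and no alternative set before the data were examined called both, with quantile normalization and median-ratio size factors calling 1. It lists 17 NBS-LRR loci higher, where 10 were called, and no alternative set before the data were examined fell within 1.5 times, with 0 to 11 called. These counts do not say whether the loci called under one setting are those called under another.

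Of the 3 peroxidase loci that the paper's Table S7 lists as higher in SW and in SR86 than in R1, 1 was called between the strains here, and 2 with the replicate block, without SR86 FW1 or without SR86 FW3. The other alternatives set before the data were examined called 0 or 1. LOC_Os07g47990 was called with the replicate block or without SR86 FW3, and LOC_Os04g53640 without SR86 FW1. Between SW and FW, LOC_Os01g36240 was called with all 9 libraries in 1 fit or without SR86 FW1, and LOC_Os07g47990 with all 9 libraries in 1 fit, with the replicate block or without SR86 SW3. Of the 7 MATE loci that the paper's Table S7 lists as lower in SW and higher in SR86, 4 were called between the strains. Quantile normalization and median-ratio size factors called 5, and all 9 libraries in 1 fit, the replicate block and leaving out SR86 FW1 called 6, while the other alternatives set before the data were examined called 3 or 4. LOC_Os12g03260 was among those called between the strains with all 9 libraries in 1 fit, with the replicate block or without SR86 FW1. None of the alternatives run called it between SW and FW.

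The log2 fold change of LOC_Os10g18760 between SW and FW is 7.13 here and 8.38 in the paper's Table S7. With a pseudocount of 0.1 it was 8.51, and the other alternatives set before the data were examined gave 6.37 to 7.46. For LOC_Os08g44870 the paper's Table S7 gives -3.65 between SW and FW and 5.65 between the strains, where -2.15 and 2.61 were found here. None of the alternatives set before the data were examined closed these gaps, the nearest being a pseudocount of 0.1 with -3.04 and 4.23. With a pseudocount of 1 the log2 fold changes were -1.63 and 1.89, so the gaps narrowed with a smaller pseudocount.

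The paper states that LOC_Os10g18760 was not detectable in either strain in FW, and the deposited values are 0.67 and 0.2 FPKM in SR86 FW1 and SR86 FW2 and 0.05 FPKM in R1 FW2. The paper's text gives 31 GST genes as lower in SW, while its Table S7 lists 30, and 30 had a lower mean here. It ranks R1 below SR86 in FW by the number of expressed transcripts, and with at least 1 FPKM in each library the order was the opposite, at 19216 and 18284. The paper's methods name R1 as the strain grown in both waters, while the library labels name SR86, and the 26 genes seen only in R1 had 0.0054 FPKM in SR86 SW3.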

Other observations

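The tests in this part were chosen after the values had been seen, with these exceptions. Set before were quantile normalization, median-ratio size factors, and the fits without a covariate that took all 9 libraries or left a library out. So were the trend of the loci outside Tables S5 and S6, the correlations with libraries not shared and the splits of the libraries.

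The PPR loci were low in the SR86 FW libraries against both other groups. Between SR86 SW and R1 FW, 0 of 36 loci were called, 5 had an unadjusted p under 0.05, and the median log2 fold change was 0.15, against 0.12 for all genes. Without SR86 SW2, 3 were called there. A candidate explanation is library composition, read from the summed LOC_Osm1 values. Within groups, libraries with more LOC_Osm1 signal had lower PPR values, with an r of -0.94 and a rho of -0.92 (exact permutation p = 0.0046 for both, the smallest these permutations can give, adjusted p = 0.037 over 16 relations). Without SR86 FW3 and SR86 SW3, r was -0.88. With the pre-tRNA signal r was -0.83 (exact permutation p = 0.028, adjusted 0.074) and rho -0.77 (exact permutation p = 0.065), with an r of -0.65 without R1 FW3 and SR86 FW3. In the fit of all 9 libraries the median log2 fold change between SW and FW was 1.23, it was 0.40 with the LOC_Osm1 covariate and 0.79 with the pre-tRNA covariate, and the number of loci called went from 26 to 0 and 6. The median of the PPR loci changed by -0.81 with the LOC_Osm1 covariate, and that of 1885 other genes called higher in SW by -0.001. Of 10000 lists drawn from these genes, 0 changed as much. Genes are not independent in such draws, so this share does not measure the spread between libraries. Long transcripts were lower where the LOC_Osm1 signal was higher, so the change need not be particular to PPR loci (median length 2765 bp). The PPR loci were listed because they changed in these libraries, so composition as their cause is a hypothesis. Transcript length stays open as a cause. The median was 1.03 with the length trend of the loci outside Tables S5 and S6 removed, a set without the loci listed as changed between SW and FW, and 0.705 with that of all loci of Tables S3 and S4 outside the families, which the paper chose on the same SR86 FW libraries. Scaling is argued against, because the lowest median under another scaling was 0.89. So is depth alone by the read totals, which follow the scaling of the FPKM values. R1 FW1 and R1 FW3, by these totals within the depths of the SR86 FW libraries, had PPR medians of 0.015 and 0.12. The highest in SR86 FW was -0.63. A rise of PPR transcripts in SW that goes with fewer LOC_Osm1 transcripts in the root itself also stays open and was not tested.

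The same covariate did not take away the changes of most other families between SW and FW. The median log2 fold change with it was 3.48 for peroxidase loci (1.94 without), 3.80 for dirigent (1.71), -1.56 for MATE (-0.97), -1.44 for GST (-1.39), 2.05 for kinesin (1.57) and 1.33 for NBS-LRR (1.40). With the covariate and a library left out these medians were 3.11 to 3.99, 2.66 to 4.25, -1.75 to -1.41, -1.95 to -1.03, 1.75 to 2.71 and 1.01 to 1.33, so composition read this way is argued against as the whole cause of these changes. Fewer of their loci were called with it, 28 of peroxidase against 43, 3 of dirigent against 4, 3 of MATE against 12, 14 of GST against 31, 16 of kinesin against 31 and 1 of NBS-LRR against 11. The covariate separates SR86 FW from the other groups, which takes power from contrasts with SR86 FW. A lost call alone thus does not speak for composition. A part in the NBS-LRR change stays open, since within groups the NBS-LRR values followed the LOC_Osm1 signal with an r of -0.86 and a rho of -0.88 (exact permutation p = 0.0046 for both, adjusted 0.037; r -0.66 without SR86 FW3 and SR86 SW3). For NB-ARC the median was 0.66 with the covariate (1.28 without), 0.38 to 0.99 with a library left out, 1 locus was called against 18, and within groups the values followed the signal with an r of -0.46 (exact permutation p = 0.32) and a rho of -0.43 (exact permutation p = 0.33). For this family composition and a change in SW cannot be told apart here. Between SR86 SW and R1 FW, where the LOC_Osm1 means were 406.9 and 370.2, the medians were 1.61 for NBS-LRR (10 of 14 loci called) and 0.98 for NB-ARC (12 of 22 called), but strain and water differ together there.

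Length trends also differed between libraries of one group. Over the loci of Tables S3 and S4, the rho of length with the difference of a library from the others of its group ran from -0.44 in R1 FW2 to 0.35 in R1 FW3. It followed the LOC_Osm1 signal within groups with an r of -0.96 and a rho of -0.98 (exact permutation p = 0.0046, adjusted 0.012 over 5 relations; r -0.96 without SR86 FW3 and SR86 SW3). Long transcripts were thus lower where the LOC_Osm1 signal was higher, which is consistent with libraries that differ in RNA quality. RNA quality itself was not measured.

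SR86 FW3 and SR86 SW3 lay nearer to R1 FW than the other SR86 libraries, with mean correlations to R1 FW of 0.911 against 0.871 and 0.870, and of 0.892 against 0.849 and 0.859. Over the genes called between the groups they lay a median of 14.8% and 18.8% of the way to R1 FW. R1 material in them is argued against, because the 26 genes seen only in R1 reached 0.14% of their R1 level in SR86 FW3 and 0.04% in SR86 SW3. In all 3 groups replicate 3 had the lowest LOC_Osm1 signal. Composition may thus have a part in it, but 3 groups are too few to decide it, and it cannot be told apart from a shared feature of the replicate 3 samples.

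The split of called genes between SW and FW depends on the scaling, as 66.2% were higher without rescaling and 46.0% with quantile normalization. It also moves with single libraries, to 36.7% without SR86 SW1 and 72.8% without SR86 SW3, while the median of all genes stayed between 0.13 and 0.22 with each library left out, so the shift of the median is not the whole cause of the split. The most abundant gene, LOC_Os09g00999 (expressed protein), took 9.12%, 6.43% and 5.17% of the reads in SR86 FW1 to SR86 FW3 and 1.94% to 2.63% in SW. With its reads taken out of the totals, the median log2 fold change of all genes went from 0.17 to 0.11, with 0.08 to 0.14 when each library was left out, so this gene is not the whole cause of the shift.

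The log2 fold changes of the 2 reported comparisons, which share the SR86 FW libraries with opposite sign, correlated at -0.37 across genes. Unchanged groups with shared libraries gave -0.50 in 100 simulations (-0.53 to -0.47), and 0.001 with libraries not shared. With SR86 FW1, SR86 FW2 or SR86 FW3 kept for SW against FW and the other 2 for SR86 against R1, the correlation was -0.26, -0.32 and -0.07, with a median of -0.26. Sharing could account for the whole correlation, but the values with libraries not shared spread too far to say so. Of the genes, 810 were called in both comparisons, 737 of them with opposite sign, and 70 of these were also called between SR86 SW and R1 FW.

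The log2 ratio of the deposited values to the per-library values of Tables S3 to S6 followed the log2 of median-ratio size factors with a slope of 1.88 (1.83 to 1.94 when each library was left out), nearer to 2 than to 1. This may mean that the library factors entered the per-library values of these tables 2 times and the listed fold changes 1 time.

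For each comparison, the 6 libraries can be split into 3 against 3 in 10 ways. In each of the 3 comparisons, 1 of the 10 splits, the real one, gave as many called genes. The same held for the called loci of each of the 8 families between SR86 SW and SR86 FW, and for the PPR, peroxidase, MATE and GST loci between SR86 FW and R1 FW, with 1 of 10 splits each. With 10 splits the share cannot fall below 0.1.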
